A study of Mus musculus with 9 samples. Its data were reported in "Cell-intrinsic Aryl Hydrocarbon Receptor signalling is required for the resolution of injury-induced colonic stem cells" (2022).

How the data were processed

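RNA-seq was carried out on 9 libraries of mouse colon organoids, which are three-dimensional cultures of epithelial cells grown from crypts of the colon. The organoids came from wild-type (WT) mice and from mice deficient in the aryl hydrocarbon receptor (AHR KO), a ligand-activated transcription factor encoded by Ahr. Per the methods of the study, these mice carried a floxed Ahr allele that a Villin-driven Cre deletes in the epithelium. All were kept in WENR, a medium with Wnt that holds organoids in a stem-cell state. They received either the solvent DMSO or 5 nM of the high-affinity AHR ligand FICZ for 4 h. Per the labels, the groups were WT DMSO (n = 2, numbered 2 and 3), WT FICZ (n = 3, numbered 1, 2 and 3), AHR KO DMSO (n = 2, numbered 1 and 3) and AHR KO FICZ (n = 2, numbered 1 and 3). Further replicates that the numbering leaves room for were not analysed here.

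The authors deposited a table of normalised read counts for 48795 Ensembl genes, a signal that is never negative and need not be whole. The name of that table points to RSEM, a program that estimates counts per gene. The methods of the study name another counting program (summarizeOverlaps), the mouse build mm10 and DESeq2 as used by the authors, for stranded libraries depleted of ribosomal RNA. Which of these made the table, with which annotation and scaling, is not stated. The deposited signal summed to between 23177058 and 25033826 per library. Low values clustered near 0.799 to 1.09 depending on the library, which puts the depth at about 21.6 to 30.2 M reads. Only 57.2 to 65.2% of low values lay near whole multiples of that step, so reads per gene were not recovered and no count model was applied. The test fixed in the design for values that are not counts, limma, was therefore used throughout. The highest share of a library taken by 1 gene was 1.71%. The floor used for lower bounds on folds was 3 counts, which covers counting error only.

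Gene symbols, gene types and coordinates were taken from GENCODE M21 on the build GRCm38 (mm10), to which 48349 identifiers (99.1%) were matched. GC content and transcript length came from the same reference and were found for 99.7% of the genes tested. Genes at 0 in all libraries numbered 25158.

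All calculations from the deposited signal onward were made for this re-analysis. Values were transformed as log2(value + 1), and genes with a mean of 10 or more over the 9 libraries (12741 genes) were tested. Fold changes are on this scale, which understates the change of genes with low values. A linear model with the 4 groups as coefficients was fitted to all 9 libraries with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with trend), so that the groups shared 1 estimate of the spread. The 5 contrasts were FICZ against DMSO in WT, FICZ against DMSO in AHR KO, the interaction (the FICZ change in WT minus that in AHR KO), AHR KO against WT under DMSO, and AHR KO against WT under FICZ. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Every test was two-sided.

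Genes to be named were set by a rule fixed before the data were examined. The first part of the rule was a list of genes reported whatever their values: a battery of 10 AHR target genes, genes that the study described as activated by AHR (among them Cdx1, Cdx2 and Rxra), 4 that it described as repressed (Sox9, Ccn1, Il33 and Myc), and Ahr, Ccn2, Ankrd1, Ly6a, Lgr5, Ascl2, Znrf3, Rnf43, Slc26a3 and Muc2. One gene fixed in advance is left out of the text and of the counts of fixed genes, for a reason unrelated to its values. Of the others, 26 were tested and Cyp1a2 was under the expression filter. The second part took, for each contrast, up to 5 called genes with the highest and 5 with the lowest log2 fold change among genes with a mean of 50 or more and, except for the interaction, no overlap between the groups. The text names genes outside this rule only where it says so.

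Lists of genes were tested with camera (inter-gene correlation preset at 0.01), with fry and with camera using an estimated correlation beside it. The 6 lists were the AHR battery, YAP/TEAD targets, a fetal-like program, Wnt and stem cell genes, mature epithelial genes and proliferation genes, which gave 30 list tests adjusted together. Marker lists for fibroblasts, immune cells and sex-linked genes were examined as values only. To set the FICZ change in AHR KO beside that in WT, the median change in AHR KO of the genes called in WT was ranked among 10000 random lists matched on mean expression, and a slope through the origin was fitted.

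Alternatives fixed in advance were a pseudocount of 0.1 or 10, no filter on low values, a mean of 100 or more, TMM scaling and quantile normalization. Others were a fit to only the groups compared, robust eBayes, the organoid line as a random effect, the replicate number as a block, and leaving out each library in turn. For the FICZ contrasts this block was the replicate number within a genotype, that is the organoid line, as a fixed effect. WT number 1 has only a FICZ library, so WT FICZ replicate 1 then added nothing to the FICZ change in WT or to the interaction. Removal of a spline on GC content and transcript length from each library, leaving out pseudogenes, and leaving out genes within 20 Mb of Ahr were added after the data had been seen. GC content and length were also removed separately. The pipeline was tested on simulated data with 200 changed genes: of these, 154 were called for FICZ in WT with 8 false calls, and 116 were called for the interaction with 6 false calls. The share recovered at an absolute log2 change of 1 was 79.7% for FICZ in WT and 67.2% for the interaction. At a change of 0.5 it was 58.5% and 24.6%, so small interactions were often missed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.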

Results

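The data consist of gene expression profiles of colon organoids from WT and AHR KO mice that were grown in WENR medium and exposed to DMSO or to 5 nM FICZ for 4 h. FICZ (6-formylindolo[3,2-b]carbazole) is a ligand of AHR, so that WT organoids show the response with the receptor and AHR KO organoids the response without it. There were 2 libraries each of WT DMSO, AHR KO DMSO and AHR KO FICZ, and 3 of WT FICZ. Normalised counts summed to between 23177058 and 25033826 per library. The estimated depth ranged from 21.6 M reads in AHR KO FICZ replicate 3 to 30.2 M in AHR KO DMSO replicate 1. Libraries of the same group correlated at r = 0.986 to 0.991 across genes (6 pairs), against 0.964 to 0.983 for libraries of different groups (30 pairs). Genes are not independent replicates. All pairs within a group differed by more than counting noise (chi-square per gene 7.23 to 18.01), so no library was a copy of another. The first principal component (41.1% of the variance) placed all AHR KO libraries on one side and all WT libraries on the other, and the second (24.4%) placed all DMSO libraries on one side and all FICZ libraries on the other.

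The targeted gene was examined first. Ahr (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038 on GRCm38, protein-coding) had 786.5 and 858.0 normalised counts in WT DMSO replicates 2 and 3, and 790.7, 798.0 and 782.7 in WT FICZ replicates 1, 2 and 3. It had 1404 and 1346 in AHR KO DMSO replicates 1 and 3, and 1443 and 1387 in AHR KO FICZ replicates 1 and 3. Ahr counts were thus higher in all 4 libraries labelled AHR KO than in all 5 labelled WT, with a log2 difference of 0.74 under DMSO (limma adjusted p = 0.000194) and 0.84 under FICZ (adjusted p = 1.61e-05). The counts per gene do not show whether the transcripts lack exons. Because the count of the targeted gene did not fall, AHR KO and WT stand here for libraries labelled so, and every direction between genotypes below rests on those labels. The AHR target Cyp1b1 did separate the labels: 29.97 ± 6.44 (SD, n = 2) normalised counts in libraries labelled AHR KO DMSO against 1355 ± 392 (SD, n = 2) in WT DMSO.

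**Figure D1:**
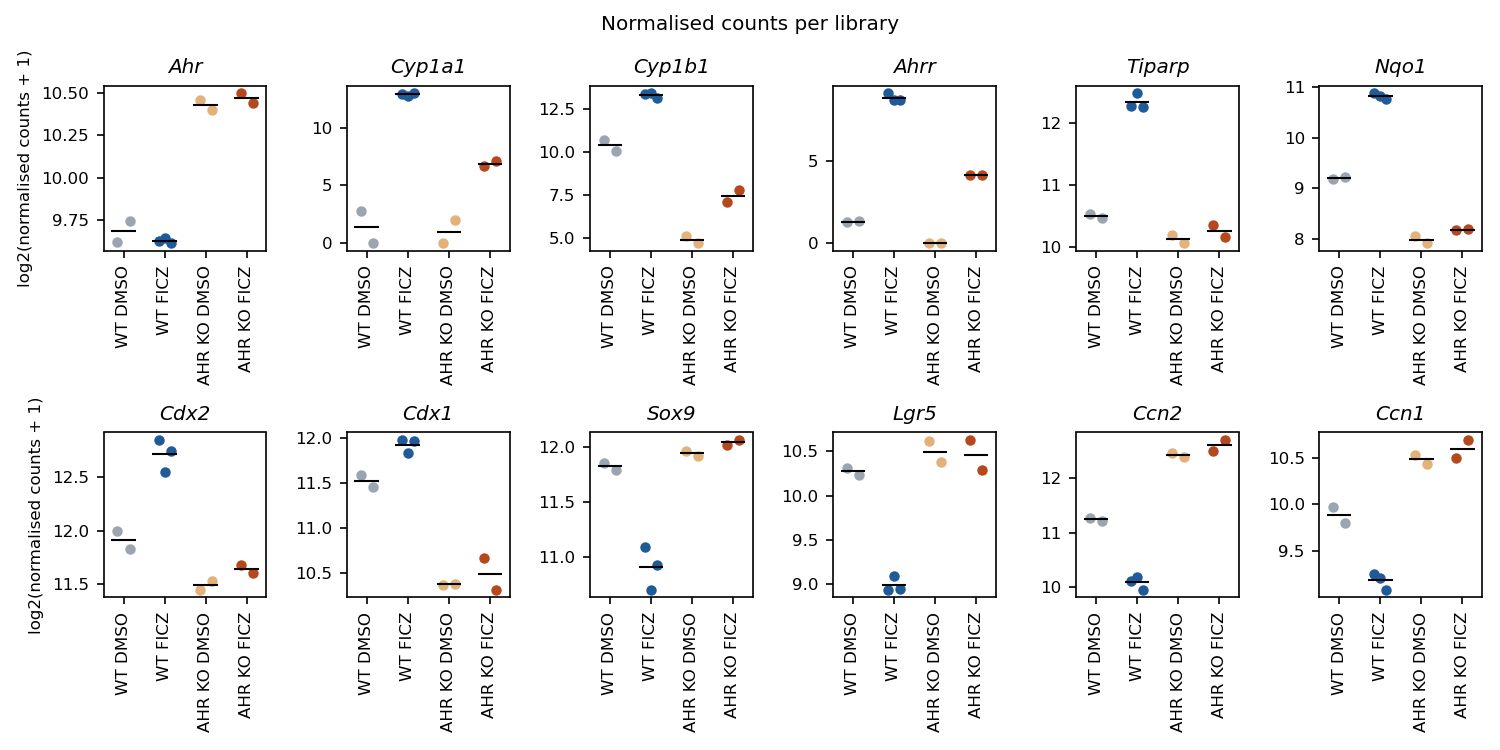
Expression of 12 genes in each library, shown as log2(normalised counts + 1) on the vertical axis for the 4 groups on the horizontal axis. Each point is 1 library and each line the mean of its group (2 or 3 libraries). Ahr lay higher in the libraries labelled AHR KO, Cyp1a1 reached 6987 to 7958 normalised counts in WT FICZ against 100.3 and 138.8 in AHR KO FICZ, and Sox9, Lgr5, Ccn2 and Ccn1 were lower with FICZ in WT, where the change differed from that in AHR KO.

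The first comparison, FICZ against DMSO in WT, asks which genes respond to the ligand where the receptor is present. Of 12741 genes tested, 3928 were called (1930 higher and 1998 lower, limma, adjusted p under 0.05). Most changes were small: the median absolute log2 change of called genes was 0.37, and 197 called genes changed at least 2-fold, 145 of them upward. The alternative that moved this count most, chosen after the data had been seen, was the removal of a trend with GC content and transcript length from each library, which gave 2319 calls. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) rose most, from 2.92 ± 4.13 (SD, n = 2) to 7581 ± 520 (SD, n = 3) normalised counts (log2 fold change 11.50, adjusted p = 1.57e-05). Ahrr (ENSMUSG00000021575, chromosome 13, 74211118 to 74292331), at or under 3 counts in both WT DMSO libraries, reached 476.6 ± 78.9 (SD, n = 3) in WT FICZ, at least 159-fold higher (adjusted p = 1.75e-06). Slc2a6 (ENSMUSG00000036067, chromosome 2, 27021363 to 27027998) rose from 147.2 ± 24.5 (SD, n = 2) to 1389 ± 153 (SD, n = 3, adjusted p = 1.75e-06). Aldh3a1 (ENSMUSG00000019102, chromosome 11, 61207537 to 61218421) rose from 19.6 ± 7.87 (SD, n = 2) to 171.3 ± 43.1 (SD, n = 3, adjusted p = 0.000268). Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) rose from 1355 ± 392 (SD, n = 2) to 9906 ± 893 (SD, n = 3, log2 fold change 2.90, adjusted p = 6.00e-05). For each of these 5 genes, all 3 WT FICZ libraries were above both WT DMSO libraries.

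Of the AHR battery, all 9 genes tested were called higher with FICZ in WT, over all genes and when adjusted over the list alone. Besides the genes above, the log2 fold changes were 1.84 for Tiparp (adjusted p = 1.86e-06), 1.61 for Nqo1 (adjusted p = 1.88e-06), 0.85 for Ugt1a7c (adjusted p = 0.000863), 0.64 for Ugt1a6a (adjusted p = 0.0272) and 0.44 for Nfe2l2 (adjusted p = 0.000352). Ugt1a6a and Ugt1a7c overlap on chromosome 1 (88134809 to 88218997 and 88095062 to 88220002), so the split of reads between them is uncertain. Without WT FICZ replicate 1 the adjusted p of Ugt1a6a was 0.0805, and without replicate 3 it was 0.0578. With the replicate number as a block it was 0.0820, in a fit where WT FICZ replicate 1 again added nothing to the change. Cyp1a2 was under the expression filter, with 0 in all DMSO libraries and 2.05 to 8.76 normalised counts in WT FICZ.

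Cdx2, Rxra and Cdx1, which the study described as activated by AHR, were called higher with FICZ in WT over all genes. The study picked them on its own libraries, so this is not independent evidence. Their log2 fold changes were 0.80 for Cdx2 (adjusted p = 0.000271), 0.49 for Rxra (adjusted p = 0.00172) and 0.40 for Cdx1 (adjusted p = 0.0104). All 3 WT FICZ libraries were above both WT DMSO libraries for each of these genes. After removal of the trend with GC content and length, Cdx2 (log2 fold change 0.56, adjusted p = 0.00115) and Rxra (0.26, adjusted p = 0.0228) were still called, while Cdx1 (-0.046, adjusted p = 0.788, 0.0022 to 0.788 over all alternatives) was not. The 4 genes described as repressed were all called lower, over all genes and when adjusted over the list alone: Sox9 fell by 0.91 on the log2 scale (adjusted p = 0.000234), Il33 fell by 0.84 (adjusted p = 0.0017), Ccn1 fell by 0.70 (adjusted p = 0.000436) and Myc fell by 0.31 (adjusted p = 0.00525). All 3 WT FICZ libraries were below both WT DMSO libraries for each of them.

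Among the other genes fixed in advance, Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) fell from 1236 ± 50.4 (SD, n = 2) to 510.0 ± 32.1 (SD, n = 3) normalised counts with FICZ in WT (adjusted p = 0.000105). Ccn2 (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683) fell from 2418 ± 68.3 (SD, n = 2) to 1092 ± 91.8 (SD, n = 3, adjusted p = 3.12e-05). Rnf43 rose by 0.31 on the log2 scale (adjusted p = 0.000937, after removal of the GC and length trend 0.12, adjusted p = 0.109). The remaining 7 tested genes of the fixed list were not called in WT. Of these, Ankrd1 had a log2 fold change of -1.24 (adjusted p = 0.0502), close to the threshold. Its adjusted p lay between 0.0135 (without WT FICZ replicate 2) and 0.134 over the alternatives tested. It was called lower without that replicate, with the replicate block (adjusted p = 0.0260) and with the line as random effect (0.0421). It was also called with quantile normalization (0.0382), robust eBayes (0.0491) and pseudogenes left out (0.0459). It was not called under the remaining alternatives tested. The other uncalled genes were Slc26a3 0.61 (adjusted p = 0.243), Muc2 0.22 (adjusted p = 0.834), Ly6a -0.16 (adjusted p = 0.0922), Ascl2 0.08 (adjusted p = 0.756), Ahr -0.06 (adjusted p = 0.539) and Znrf3 -0.04 (adjusted p = 0.739). Without WT FICZ replicate 2, Muc2 was called higher (1.01, adjusted p = 0.0485) and Ly6a lower (-0.19, adjusted p = 0.0344).

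Pseudogenes of all types, which can share reads with the gene they derive from, made up 2.14% of the genes tested. They made up 9.14% (18) of the WT calls with at least a 2-fold change. The 5 genes with the lowest log2 fold change under the naming rule were all processed pseudogenes, and their values are uncertain for that reason. Gm10052 (ENSMUSG00000058922, chromosome 9, 123689233 to 123690192) went from 1182 ± 108 (SD, n = 2) to 232.5 ± 94.8 (SD, n = 3) normalised counts (adjusted p = 0.000318). Gm11518 (ENSMUSG00000081604, chromosome 11, 94037218 to 94037628) went from 1724 ± 16.3 (SD, n = 2) to 474.1 ± 291 (SD, n = 3, adjusted p = 0.00707). Rps12l1 (ENSMUSG00000078087), Gm7206 (ENSMUSG00000082475) and Rps13-ps2 (ENSMUSG00000069972) were listed at 0 in WT FICZ replicates 1 and 3 but at 290.5, 212.0 and 514.1 in replicate 2, against at least 541.5 in both WT DMSO libraries (adjusted p = 0.00982, 0.0304 and 0.0429). Without WT FICZ replicate 1 the adjusted p was 0.0886 for Gm7206 and 0.121 for Rps13-ps2. Gm10163 (ENSMUSG00000066443, chromosome 9, 88390837 to 88391317) rose from 4.17 ± 5.89 (SD, n = 2) to 205.6 ± 119 (SD, n = 3, adjusted p = 0.000559).

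The second comparison, FICZ against DMSO in AHR KO, asks which changes occur without the receptor. It gave 2509 calls (1301 higher and 1208 lower), of which 75 changed at least 2-fold (45 higher and 30 lower). Removal of a trend with GC content alone moved this count most, to 664 calls (245 higher and 419 lower). Removal of the GC and length trend gave 691 calls (242 higher and 449 lower). Cyp1a1, with 0 and 2.93 normalised counts in AHR KO DMSO, reached 119.6 ± 27.2 (SD, n = 2) in AHR KO FICZ, at least 39.9-fold higher (adjusted p = 0.00209). Ahrr, at 0 in both AHR KO DMSO libraries, reached 17.1 ± 0.288 (SD, n = 2), at least 5.70-fold higher (adjusted p = 0.000474). Cyp1b1 rose from 29.97 ± 6.44 to 179.3 ± 60.4 (SD, n = 2 each, adjusted p = 0.00112). Ihh (ENSMUSG00000006538, chromosome 1, 74945315 to 74951672) rose from 5.63 ± 1.89 to 20.2 ± 4.31 (SD, n = 2 each, adjusted p = 0.0115), which was 0.0671 after removal of the GC and length trend. The noncoding gene Gm26917 (ENSMUSG00000097971, chromosome 17, 39843013 to 39846341), next to ribosomal RNA sequence, rose from 773.0 ± 104 to 2166 ± 245 (SD, n = 2 each, adjusted p = 0.000683). Both AHR KO FICZ libraries were above both AHR KO DMSO libraries for each of these genes.

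Of the 26 fixed genes tested, 5 were called in AHR KO: Cyp1a1, Cyp1b1, Ahrr and Rnf43 (log2 fold change 0.22, adjusted p = 0.0122, not called after removal of the GC and length trend, adjusted p = 0.945) higher, and Nfe2l2 lower (-0.27, adjusted p = 0.00946, 0.0845 after that removal). The log2 fold changes of the other 21 lay between -1.27 (Slc26a3, adjusted p = 0.051, 0.0381 with quantile normalization) and 0.77 (Muc2, adjusted p = 0.477), among them Tiparp at 0.13 (adjusted p = 0.353), Cdx1 at 0.12 (adjusted p = 0.462), Rxra at 0.24 (adjusted p = 0.0773), Nqo1 at 0.20 (adjusted p = 0.115), Cdx2 at 0.15 (adjusted p = 0.291), Sox9 at 0.10 (adjusted p = 0.529), Lgr5 at -0.03 (adjusted p = 0.872) and Ccn2 at 0.18 (adjusted p = 0.179). After removal of the GC and length trend Tiparp was called higher (0.32, adjusted p = 0.0439, against 0.501 without a filter). Cdx1, Cdx2 and Rxra all had positive changes in AHR KO, which turned negative after that removal. Of the genes that the study described as repressed, none were called over all genes or when adjusted over the list alone. In this contrast 4371 genes had an unadjusted p under 0.05. Pseudogenes made up 30.7% (23) of the calls with at least a 2-fold change, among them Rps12l1 (at least 568-fold lower), Gm10052 (at least 421-fold lower), Gm11518 (log2 fold change -2.92, adjusted p = 0.00458) and Gm10288 (ENSMUSG00000070343, -2.55, adjusted p = 0.00151). The protein-coding gene Gm12184 (ENSMUSG00000078154) had a log2 fold change of -1.94 (adjusted p = 0.00694).

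The responses of both genotypes were then set side by side. Of the 3928 genes called in WT, 94.6% changed in the same direction in AHR KO, and 1934 (49.2%) were also called there in the same direction. The genes called higher in WT had a median log2 change of 0.42 in WT and 0.32 in AHR KO, and those called lower had -0.33 and -0.24. Both medians in AHR KO lay beyond those of all 10000 random lists matched on mean expression, whose typical medians were -0.01 and -0.04. Over the genes called in WT, the slope of AHR KO on WT changes was 0.628 and the median ratio of these log2 changes was 0.765. Across all genes r was 0.584 (Spearman's rho 0.649). This describes these libraries, since genes are not independent replicates. After removal of the GC and length trend the slope was 0.569 and r was 0.502.

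**Figure D2:**
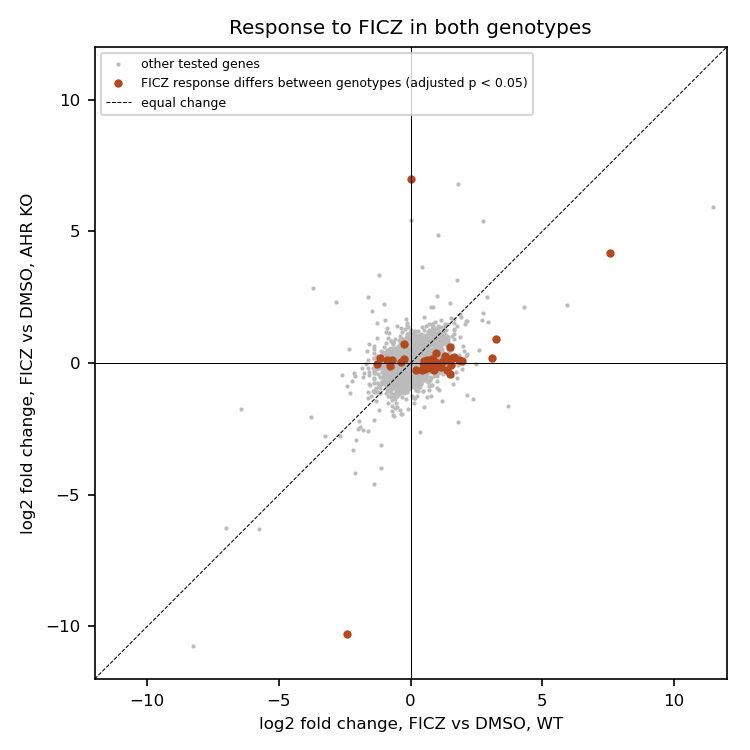
Log2 fold change with FICZ in AHR KO (vertical axis) against that in WT (horizontal axis) for 12741 genes; each point is a gene, orange points are the 57 genes whose response differed between genotypes, and the dashed line marks equal change. Most genes lie close to the origin, and the orange genes lie mainly to the right of the dashed line. The slope through the origin, fitted over the 3928 genes called in WT only, was 0.628.

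The third comparison, the interaction, tests directly whether the FICZ response depends on the genotype. It gave 57 calls, 48 with a higher and 9 with a lower change in WT than in AHR KO. Of these, 26 differed at least 2-fold. Of the 57 genes, 55 were also called for FICZ in WT, and 46 were called in WT and not in AHR KO. The count of 57 depended on the WT FICZ libraries: it was 45 without replicate 1, 78 without replicate 2 and 33 without replicate 3. Replicate 2 lay apart from the others. Its chi-square per gene was 18.01 against replicate 1 and 12.82 against replicate 3, while replicates 1 and 3 gave 7.23. Tiparp (ENSMUSG00000034640, chromosome 3, 65528410 to 65555518) rose from 1452 ± 45.5 (SD, n = 2) to 5212 ± 444 (SD, n = 3) in WT and from 1114 ± 70.6 to 1221 ± 118 (SD, n = 2 each) in AHR KO (interaction log2 1.71, adjusted p = 0.000155). Nqo1 (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206) rose from 588.2 ± 9.97 (SD, n = 2) to 1799 ± 70.0 (SD, n = 3) in WT and from 254.4 ± 17.7 to 291.8 ± 4.95 (SD, n = 2 each) in AHR KO (interaction log2 1.41, adjusted p = 0.000257). The interaction was also called for Ahrr (3.39, adjusted p = 0.01), Aldh3a1 (2.91, adjusted p = 0.0356), Slc2a6 (2.31, adjusted p = 0.000575), Ccl28 (ENSMUSG00000074715, 1.92, adjusted p = 0.0206), Nfe2l2 (0.71, adjusted p = 0.00206) and the pseudogene Gm10052 (7.88, adjusted p = 2.86e-05). Without WT FICZ replicate 1 the adjusted p was 0.0684 for Ahrr, 0.0798 for Aldh3a1 and 0.062 for Ccl28. With a pseudocount of 0.1 the interaction log2 of Ahrr, which is at 0 in AHR KO DMSO, was 0.78 (adjusted p = 0.871), so that its size depends on the pseudocount. Gm10052 is at 0 in both AHR KO FICZ libraries. Its interaction log2 ranged from 4.62 to 11.20 over the alternatives, so its size is uncertain too.

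Genes with a lower FICZ change in WT than in AHR KO included Ccn2 (interaction log2 -1.33, adjusted p = 0.000575), Lgr5 (-1.24, adjusted p = 0.00784), Sox9 (-1.01, adjusted p = 0.0113), Cebpd (ENSMUSG00000071637, -0.98, adjusted p = 0.0141) and Ccn1 (-0.81, adjusted p = 0.0222, 0.0626 without WT FICZ replicate 3). Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) went from 3624 ± 102 (SD, n = 2) to 1934 ± 261 (SD, n = 3) in WT and from 3931 ± 75.8 to 4214 ± 91.9 (SD, n = 2 each) in AHR KO. Ccn2 was at 5477 ± 197 and 6205 ± 584 (SD, n = 2 each) in AHR KO DMSO and FICZ. Cebpd rose in AHR KO (0.73, adjusted p = 0.00236) and was not called in WT (-0.25, adjusted p = 0.0717). The remaining 17 fixed genes did not pass the threshold for the interaction in this fit. These included Cyp1a1 (interaction log2 5.59, adjusted p = 0.0677) and Cdx2 (0.65, adjusted p = 0.0747). With a pseudocount of 10 the adjusted p of Cyp1a1 was 4.14e-05, and after removal of the GC and length trend that of Cdx2 was 0.0322. Over the alternatives, the adjusted p lay between 4.14e-05 and 0.644 for Cyp1a1 and between 0.0118 and 0.191 for Cdx2. The interaction was also not called for Cyp1b1 (0.38, adjusted p = 0.881), Cdx1 (0.28, adjusted p = 0.72), Rxra (0.25, adjusted p = 0.709), Il33 (-0.62, adjusted p = 0.414) or Myc (-0.24, adjusted p = 0.57). When adjusted over the list alone, 8 of 9 AHR battery genes (5 over all genes) and 4 of 4 repressed genes (2 over all genes) passed.

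The fourth comparison, AHR KO against WT under DMSO, asks what loss of the receptor changes without added ligand. There were 1153 calls, 537 higher and 616 lower in libraries labelled AHR KO, and 321 differed at least 2-fold. With quantile normalization the balance turned, to 557 higher and 507 lower. The fit to only the groups compared moved this count most, to 1624 calls. Cyp1b1 was lower in AHR KO (log2 fold change -5.44, adjusted p = 7.77e-06), as were Ugt1a6a (-2.51, adjusted p = 9.23e-05), Ugt1a7c (-2.33, adjusted p = 2.38e-05), Nqo1 (-1.21, adjusted p = 5.17e-05), Cdx1 (-1.15, adjusted p = 0.000191), Cdx2 (-0.43, adjusted p = 0.0191), Tiparp (-0.38, adjusted p = 0.0278) and Nfe2l2 (-0.24, adjusted p = 0.022). Ahrr was also called (-1.32, adjusted p = 0.0336) from values at or under 3 counts in all DMSO libraries. Its call was lost with a pseudocount of 10 (-0.20, adjusted p = 0.593), quantile normalization (0.441) and the fit to only the groups compared (0.322). It was also lost without a filter (0.107), at a mean of 100 or more (0.0831) and without each WT FICZ library in turn (0.0604 to 0.0850). Aldh3a1 was higher in AHR KO (1.68, adjusted p = 0.017), at 62.8 ± 6.82 against 19.6 ± 7.87 normalised counts (SD, n = 2 each). Ccn2 (1.18, adjusted p = 6.66e-05), Ccn1 (0.60, adjusted p = 0.00352), Il33 (1.92, adjusted p = 7.74e-05) and Ankrd1 (2.77, adjusted p = 0.00534) were higher as well. In each of these genes both AHR KO libraries lay beyond both WT libraries. Of the fixed genes, 11 were not called, with log2 fold changes from -1.14 (Muc2) to 0.22 (Lgr5).

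Of the 5 genes with the highest log2 difference under DMSO, 3 lay on chromosome 12 within 20 Mb of Ahr: Prkar2b (ENSMUSG00000002997, 31958476 to 32061296), Atp6v1c2 (ENSMUSG00000020566, 17284721 to 17329359) and Mboat2 (ENSMUSG00000020646, 24830879 to 24964397). Prkar2b had 9.57 ± 2.99 normalised counts in WT and 184.9 ± 29.1 in AHR KO (SD, n = 2 each, adjusted p = 0.000311), Atp6v1c2 9.82 ± 2.06 and 182.2 ± 24.2 (adjusted p = 0.000271), and Mboat2 37.8 ± 10.4 and 485.6 ± 34.4 (adjusted p = 4.49e-05). The other 2 were the pseudogenes Gm7993 (ENSMUSG00000107092, 2.92 ± 4.13 and 283.3 ± 16.7 (SD, n = 2 each), adjusted p = 0.0017) and Gm10163 (adjusted p = 0.00725). The 5 lowest were Gm47283 on chromosome Y (ENSMUSG00000096768, log2 fold change -5.55, adjusted p = 5.99e-05), Cyp1b1, Ihh (-2.79, adjusted p = 0.00136), Rec8 (ENSMUSG00000002324, -2.61, adjusted p = 0.00717) and Hoxd13 (ENSMUSG00000001819, -2.56, adjusted p = 0.0091). Of the sex-linked markers, outside the naming rule, Xist was at 3883 or more and Ddx3y and Eif2s3y were at 0 in all libraries. Kdm5d and Uty reached at most 15.3 and 7.29. These values argue against a difference in sex between the genotypes behind Gm47283.

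The last comparison set AHR KO against WT under FICZ and gave 2544 calls, 1208 higher and 1336 lower, of which 557 differed at least 2-fold. Quantile normalization gave 1361 higher and 1223 lower. Across genes, the differences under DMSO and FICZ correlated at r = 0.710, and 963 of the 967 genes called in both had the same direction. All 9 AHR battery genes were lower in AHR KO, led by Cyp1a1 (log2 fold change -5.99, adjusted p = 0.000262), Cyp1b1 (-5.82, adjusted p = 2.3e-07) and Ahrr (-4.71, adjusted p = 6.4e-06). Cdx1 (-1.43, adjusted p = 8.02e-06), Cdx2 (-1.08, adjusted p = 2.23e-05) and Rxra (-0.31, adjusted p = 0.0201) were lower in AHR KO. Rxra lost its call without WT FICZ replicate 1 (0.0630), without replicate 3 (0.0542) and in the fit to only the groups compared (0.0504). Aldh3a1, of the AHR battery, lost its call without WT FICZ replicate 1 (0.0819) and without a filter (0.0504). All 4 repressed genes were higher, over all genes and when adjusted over the list alone. Among these were Sox9 (1.13, adjusted p = 2.76e-05) and Ccn1 (1.41, adjusted p = 4.9e-06). Myc (0.20, adjusted p = 0.0493) lost its call under 11 of 22 alternatives, and those without an AHR KO FICZ library gave no test. Ccn2 (2.51, adjusted p = 1.29e-07), Il33 (2.54, adjusted p = 2.14e-06), Ankrd1 (3.82, adjusted p = 0.000172), Lgr5 (1.46, adjusted p = 1.5e-05), Znrf3 (0.40, adjusted p = 0.00946) and Ly6a (0.27, adjusted p = 0.0139) were higher. Slc26a3, which lies on chromosome 12 (31390871 to 31473917) within 20 Mb of Ahr, was lower (-2.61, adjusted p = 0.000814). The genes with the largest differences were mostly those seen under DMSO, namely Gm7993 (5.93, adjusted p = 0.000821), Prkar2b (5.10, adjusted p = 1.61e-05), Atp6v1c2 (4.54, adjusted p = 2.34e-05), Mboat2 (4.27, adjusted p = 1.44e-06) and Gm47283 (-5.26, adjusted p = 9.95e-06). Gm10052 was at least 77.5-fold lower in AHR KO (adjusted p = 1.6e-07). Of the fixed genes, Ascl2, Rnf43 and Muc2 were not called. For Muc2 this rested on 1 library. Its log2 fold change of -0.59 (adjusted p = 0.568) became -1.38 (adjusted p = 0.0177) without WT FICZ replicate 2, and its adjusted p lay between 0.000553 and 0.938 over the alternatives.

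Gene lists fixed in advance were then tested with camera, with 16 of 30 tests called. The AHR battery was higher with FICZ in WT (median log2 fold change 1.84, 9 of 9 genes higher, adjusted p = 1.1e-10), in AHR KO (0.18, 7 of 9 genes higher, adjusted p = 0.0368) and in the interaction (1.41, 9 of 9 genes higher, adjusted p = 1.65e-21). It was lower in AHR KO than in WT under DMSO (-1.21, adjusted p = 1.96e-07) and FICZ (-3.04, adjusted p = 1.4e-14). YAP/TEAD targets were lower in the interaction (median -0.12, 6 of 18 genes higher, adjusted p = 0.000748). They were higher in AHR KO than in WT under DMSO (0.47, 13 of 18 genes higher, adjusted p = 1.96e-07) and FICZ (0.60, 16 of 18 genes higher, adjusted p = 3.97e-08). The fetal-like list was higher in AHR KO under DMSO (0.41, 16 of 16 genes higher, adjusted p = 7.82e-10) and FICZ (0.53, 14 of 16 genes higher, adjusted p = 4.51e-08). The mature epithelial list was lower in AHR KO under DMSO (-0.93, 0 of 14 genes higher, adjusted p = 3.27e-07) and FICZ (-1.14, 0 of 14 genes higher, adjusted p = 4.56e-08). It was higher in the interaction (0.22, 11 of 14 genes higher, adjusted p = 0.0213).

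The Wnt and stem cell list was called higher for FICZ in AHR KO (median 0.18, 11 of 16 genes higher, adjusted p = 0.0418, 0.643 after removal of the GC and length trend) and for AHR KO against WT under FICZ (0.17, 11 of 16 genes higher, adjusted p = 0.0213). The proliferation list was called lower for AHR KO against WT under DMSO (-0.10, 6 of 20 genes higher, adjusted p = 0.0418). Of the 16 calls, 13 were also made by fry. The exceptions were the Wnt and stem cell list for FICZ in AHR KO (fry adjusted p = 0.0627), the mature epithelial list in the interaction (fry adjusted p = 0.381) and the proliferation list (fry adjusted p = 0.349). With an estimated inter-gene correlation 3 calls were made, all for the AHR battery: FICZ in WT (adjusted p = 0.0406), the interaction (adjusted p = 0.0228) and AHR KO against WT under FICZ (adjusted p = 0.0292). The 14 other list tests were not called by camera. Of these, YAP/TEAD targets for FICZ in WT (median -0.10, 5 of 18 genes higher, adjusted p = 0.0973) were called lower by fry (fry adjusted p = 0.0207) and under 5 of 14 alternatives, fry included. Their adjusted p lay between 0.00403 (GC and length trend removed) and 0.487. The Wnt and stem cell list in the interaction (median -0.14, 6 of 16 genes higher, adjusted p = 0.0524) was called lower under 7 of 13 alternatives (adjusted p from 0.00466 to 0.433). Counted by single genes over all genes, with counts adjusted over the list alone in brackets, calls for FICZ in WT, FICZ in AHR KO, the interaction, and AHR KO against WT under DMSO and under FICZ were 4 (4), 1 (0), 2 (3), 12 (14) and 13 (13) of 18 YAP/TEAD targets, and 9 (9), 5 (5), 0 (1), 8 (9) and 13 (15) of 16 fetal-like genes. In the same order they were 7 (8), 3 (4), 2 (2), 2 (2) and 7 (7) of 16 Wnt and stem cell genes, 1 (1), 0 (0), 0 (0), 5 (9) and 9 (11) of 14 mature epithelial genes, and 5 (3), 2 (0), 0 (0), 2 (3) and 4 (4) of 20 proliferation genes.

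Changes with FICZ also followed the GC content of genes. Within each library, genes in the highest of 5 bins of GC content minus those in the lowest, as median log2 deviations from the gene means, came to -0.33 to -0.22 in the 4 DMSO libraries and to 0.13 to 0.26 in the 5 FICZ libraries. The median log2 change with FICZ ran from -0.18 in the lowest bin to 0.26 in the highest in WT, and from -0.20 to 0.28 in AHR KO. For the interaction the medians lay between -0.02 and 0.01.

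**Figure D3:**
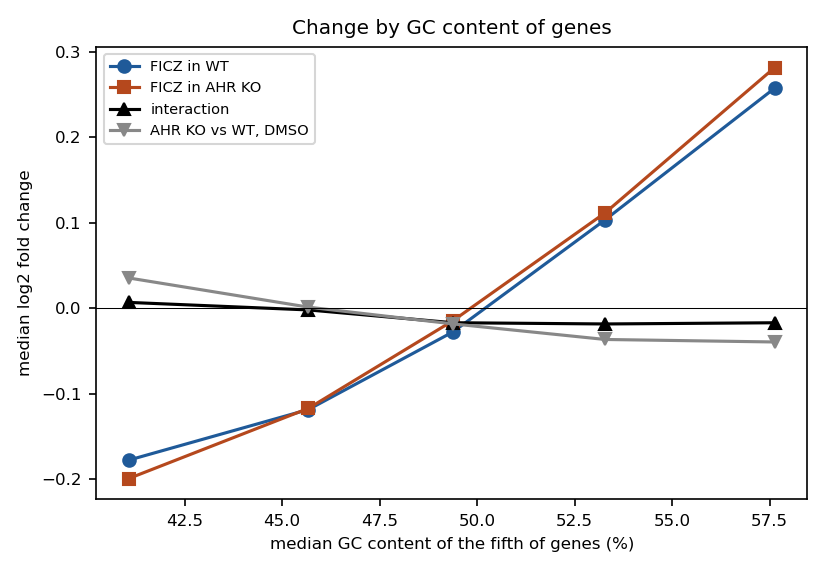
Median log2 fold change (vertical axis) of genes in 5 bins of GC content, plotted at the median GC content in percent (horizontal axis), for FICZ in WT, FICZ in AHR KO, the interaction, and AHR KO against WT under DMSO; each point is 1 bin of tested genes. Both FICZ contrasts rise with GC content, from -0.18 to 0.26 in WT and from -0.20 to 0.28 in AHR KO, while the interaction stays near 0.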

Values the study reported

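For organoids kept in WENR medium, the study reported 622 genes that were higher and 295 that were lower in AHR KO than in WT.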

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

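The test of shared DMSO libraries in this part was chosen only after the results were seen, and after a first test of the same idea had given the correlation of 0.0857 described among the other observations.

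The FICZ response differed between WT and libraries labelled AHR KO, by the interaction test of limma, for 57 genes. Without WT FICZ replicate 1, 2 or 3 the count was 45, 78 or 33. Among genes named by the rule, the interaction log2 values were 3.39 for Ahrr, 2.91 for Aldh3a1, 2.31 for Slc2a6, 1.92 for Ccl28, 1.71 for Tiparp, 1.41 for Nqo1, 0.71 for Nfe2l2, -0.81 for Ccn1, -0.98 for Cebpd, -1.01 for Sox9, -1.24 for Lgr5, -1.33 for Ccn2 and 7.88 for the processed pseudogene Gm10052. The range of adjusted p over the alternatives was 0.000105 to 0.871 for Ahrr, 0.0282 to 0.0798 for Aldh3a1, 0.014 to 0.066 for Ccl28 and 0.0178 to 0.0626 for Ccn1. Each of these 4 genes lost its call without WT FICZ replicate 3 (adjusted p = 0.0626 for Ahrr, 0.0772 for Aldh3a1, 0.066 for Ccl28 and 0.0626 for Ccn1). The interaction log2 of Gm10052, which is at 0 in both AHR KO FICZ libraries, ranged from 4.62 to 11.20 over the alternatives. Slc26a3 rose in all WT FICZ libraries and fell in both AHR KO FICZ libraries relative to DMSO. Its interaction log2 of 1.88 was tested and did not pass the threshold (adjusted p = 0.326, 0.263 to 0.584 over the alternatives).

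Lists also differed between genotypes in the interaction. The median interaction log2 was 1.41 for the AHR battery, -0.12 for YAP/TEAD targets and 0.22 for mature epithelial genes. The mature epithelial list was called by camera (adjusted p = 0.0213) but stayed called under only 8 of 13 alternatives, with adjusted p from 0.014 to 0.433. It lost its call by fry (0.381), at a mean of 100 or more (0.062) and with genes within 20 Mb of Ahr left out (0.0654), so the call depends in part on genes there. With an estimated inter-gene correlation, the AHR battery alone was called in the interaction.

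A trend with GC content or length did not account for the interaction calls as a set: with the trend removed there were 64, including 54 of the 57. Chance values of shared DMSO libraries would push an interaction gene the same way under receptor loss and under FICZ in WT. Of the 25 interaction genes that also differed between AHR KO and WT under DMSO, 21 moved opposite to their FICZ change in WT, which argues against that explanation for these genes. A dependence of these responses on the receptor is a hypothesis that the design names and that may explain them. Genotype was labelled and not varied independently of organoid line or of sequence near Ahr, so these remain open as well.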

How the results depend on the processing

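The samples, comparisons, gene-naming rule and most alternatives were fixed before the data were examined. Removal of a GC and length spline, leaving out pseudogenes and leaving out genes near Ahr were chosen after seeing the data, as were, for the FICZ response in AHR KO of genes called in WT, the fits without filter, with robust eBayes, with the line as random effect and with a replicate block. Count models listed beforehand were not run, because reads could not be recovered. Fitting only the groups compared gives nothing separate for the interaction or the slope. No count is given where leaving out a library leaves a group with 1 sample, and no slope without a WT DMSO library.

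Removal of the GC and length spline moved the FICZ calls in WT to 2319 and those in AHR KO to 691, of which 509 were calls before it in the same direction. Removing GC content alone left 664 calls in AHR KO, and length alone 2483, so the loss came with GC content. The slope of AHR KO on WT changes was 0.659 with a pseudocount of 0.1, 0.469 without a filter, 0.672 at a mean of 100 or more, 0.594 with robust eBayes, 0.569 with the spline removed and 0.559 without pseudogenes. The median AHR KO change of genes higher in WT was 0.33 without a filter and 0.20 with the spline removed. That of genes lower in WT was -0.25 without a filter, -0.24 at a mean of 100 or more, -0.25 with TMM scaling and -0.21 with the spline removed. With an estimated inter-gene correlation 3 list tests were called in place of 16. Apart from the spline, the cause was not tested.

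Across fits that each left out 1 library, calls ranged from 2926 to 4135 for FICZ in WT and 2147 to 2957 for FICZ in AHR KO. For the interaction they ranged from 33 (without WT FICZ replicate 3) to 78 (without WT FICZ replicate 2). AHR KO against WT gave 1026 to 1473 calls under DMSO and 1795 to 3089 under FICZ. The slope ranged from 0.557 to 0.693, the median of genes higher in WT from 0.30 to 0.36 and that of genes lower in WT from -0.27 to -0.23.

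With the replicate number as a block, calls were 3138 for FICZ in WT, 2417 in AHR KO and 52 for the interaction, and 2087 for AHR KO against WT under FICZ with libraries numbered 1 and 3. For FICZ in WT, Ugt1a6a lost its call with the block (adjusted p = 0.0820) and Ankrd1 was called lower (0.0260). Of the 52 interaction calls, 40 were among the 57. Cyp1a1 (adjusted p = 0.0407) and Ugt1a7c (0.0195) gained an interaction call, and Ahrr and Ccl28 (0.0574 each) lost theirs. With libraries numbered 1 and 3, Muc2 was called between genotypes under FICZ (adjusted p = 0.000553), and Ly6a (0.0556), Znrf3 (0.054) and Myc (0.245) lost their calls. Adjusted over the 18 list tests of the FICZ contrasts, 4 were called without the block and 6 with it. The block added the AHR battery in AHR KO (adjusted p = 0.0319), proliferation in WT (0.0319) and Wnt and stem cell genes in the interaction (0.0113), and mature epithelial genes in the interaction lost their call (0.0879). Wnt and stem cell genes in AHR KO were called when adjusted over all 30 tests. Over these 18 they were not called without the block (0.0667) or with it (0.0577). The slope was 0.601 and the medians 0.34 and -0.26. With this block Ascl2 (-0.014) and Muc2 (-0.26) reversed for FICZ in WT, with the same changes as without WT FICZ replicate 1. Deviations from the group mean correlated across genes at 0.0346 to 0.0498 between the DMSO and FICZ library of a line. Both AHR KO lines gave 0.0346 by construction, because each of their groups holds 2 libraries.

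Single values reversed as follows. With the spline removed, the log2 changes for FICZ in WT were 0.031 for Ahr (adjusted p = 0.767, 0.444 to 0.767 over the alternatives), -0.046 for Cdx1 (adjusted p = 0.788, 0.0022 to 0.788) and -0.23 for Ascl2. In AHR KO they were -0.10 for Cdx2, -0.33 for Cdx1, -0.0070 for Rxra, 0.10 for Ly6a, 0.093 for Lgr5 and -0.059 for Ascl2. The list direction also reversed for Wnt and stem cell genes in WT (adjusted p = 0.332; 0.938 with robust eBayes and 0.924 with the line as random effect) and YAP/TEAD targets in AHR KO (adjusted p = 0.904). Quantile normalization gave 0.0080 for Myc between genotypes under DMSO. Leaving out 1 library, Ascl2 for FICZ in WT ranged from -0.22 to 0.39 (-0.014 without WT FICZ replicate 1). Muc2 ranged from -0.40 to 1.01 (-0.26 without WT FICZ replicate 1, -0.10 without replicate 3), and its interaction from -1.16 to 0.25 (0.25 without WT FICZ replicate 2). Without WT FICZ replicate 2, Muc2 was called higher for FICZ in WT (1.01, adjusted p = 0.0485) and Ly6a lower (-0.19, adjusted p = 0.0344).

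Over 3398 settings of single-gene results, 3195 gave the same direction and side of the threshold or, where a group kept 1 library and no test was made, a change within the spread. A further 98 of the untested moved beyond the spread, 65 were weaker, 24 stronger and 16 reversed. In 18 untested settings the sign changed, 9 of them within the spread and 9 beyond it. Depth limits genes near the floor of 3 counts, where folds are lower bounds.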

Other observations

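In this part, the tests of GC content and length on the shared changes, of depth, of a GC trend irrespective of treatment, of a chromosome 12 feature unrelated to genotype, of pseudogene spread and of shared WT DMSO libraries over all genes were set out before their results were seen, and the others were chosen only after. The test of a few genes was first the share of AHR KO calls that were higher, and was replaced by the top-gene share after results were seen. The test of residual receptor activity first compared log2 changes, and was moved to normalised counts after that ratio was seen.

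Changes shared by WT and libraries labelled AHR KO could reflect several causes. The test set in advance for GC content and length asked for a strong drop of both the AHR KO calls and the correlation between genotypes. With the trend removed the calls fell from 2509 to 691. Only 509 of these were calls before it in the same direction, so 79.7% of the 2509 were lost. The genes called in both genotypes in the same direction fell from 1934 to 566, while the correlation went from 0.584 to 0.502. A GC trend may therefore account for most AHR KO calls and most shared calls, but the correlation that was left argues against it as the whole cause of the shared changes. GC content, length and both were each fitted. The trend was not a matter of single libraries: the smallest gap in AHR KO between a FICZ and a DMSO library was 0.374. Depth is argued against by a correlation of 0.830 among the 4915 genes with a mean of 1000 or more, and a few dominant genes by a top-gene share of at most 1.71%. Residual receptor activity would leave a small share of the WT change in normalised counts, as for the AHR battery (Cyp1a1 0.0156, highest of 9 genes 0.0796). The median ratio of the AHR KO to the WT change over WT calls was 0.748 (quartiles 0.471 and 0.992), which argues against it as the whole cause. A library batch that coincides with treatment cannot be told apart from treatment. The share of the ribosomal RNA locus, which depletion removes, was 1.59 times as high with FICZ in AHR KO, but its libraries overlapped (0.266 and 0.831% with DMSO, 1.18 and 0.563% with FICZ). In WT the ratio was 2.10, with 0.850 and 0.469% against 1.37, 1.56 and 1.21%. A response to FICZ that needs no AHR also stays open.

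Cyp1a1, Cyp1b1 and Ahrr rose with FICZ in libraries labelled AHR KO. In DMSO libraries Cyp1a1 reached at most 0.0771% of the WT FICZ mean. This argues against reads carried over within a pool only if DMSO and FICZ libraries shared a pool. Pooling is not stated, so carry-over among FICZ libraries stays open. A mislabelled library is argued against by Tiparp, at most 1304 in AHR KO FICZ against 4923 or more in WT FICZ. As a percent of WT FICZ, Ahrr stood at 3.59 (2.98 to 4.06 over libraries), above Cyp1a1 at 1.58 (1.26 to 1.99), so 1 uniform share of receptor-positive cells does not account for all 3 genes. For Cyp1a1 and Cyp1b1 alone, tested after Ahrr, such a share may be an explanation: Cyp1b1 stood at 1.81 (1.29 to 2.50). In DMSO, Cyp1b1 in AHR KO stood at 2.21% of its WT level, within that range. Ahrr remains outside it.

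Ahr counts were higher in libraries labelled AHR KO. Swapped labels are argued against by Cyp1b1, at most 222 in any AHR KO library and at least 1078 in any WT library. Transcripts of a deleted allele counted as Ahr cannot be told apart from full transcripts at a fold of 1.67 under DMSO, since no values per exon were used here.

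Genes near Ahr were frequent among the largest genotype differences. Of 106 tested genes within 20 Mb, 9 (8.49%) differed at least 2-fold under DMSO, against 2.47% elsewhere (Fisher's exact test, p = 0.00141), and 2 of 212 windows held as many. Under FICZ the shares were 9.43% and 4.33% (Fisher's exact test, p = 0.0261; 8 of 212 windows). FICZ calls in WT of at least 2-fold made up 0.943% of the window against 1.55% elsewhere (Fisher's exact test, p = 1). The reading set in advance would count this against a feature unrelated to genotype. With 1 such call in the window the test has little power to show an enrichment, so that feature stays open. FICZ calls in WT of any size, not tested here, were 34.0% of genes in the window and 30.8% outside. Flanking sequence of the targeted allele from another strain is a candidate explanation, though all mice are described as sharing the same inbred background, and differences of Prkar2b, Atp6v1c2, Mboat2 and Slc26a3 may come from it.

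Pseudogenes, here of all types, were frequent among the largest changes. Their residual SD was 1.30 times that of protein-coding genes of equal mean, and 69.2% were above their match. This did not reach the bar set in advance for reads shared with parent genes, and the reading was changed to open after the value was seen. In 7 of 18 pairs the pseudogene ran against its parent (exact sign test, p = 0.481), which leaves traded reads open. That test was chosen after values per library had been seen.

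Receptor loss under DMSO and FICZ in WT share the WT DMSO libraries. Their changes correlated at 0.0857 across genes, below the 0.471 to 0.609 of 100 simulations of unchanged groups, and 244 of 445 genes called in both moved in opposite directions. The reading set in advance would count this against shared libraries as the cause, but real changes also lower the correlation, so it was left open.

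The AHR KO against WT calls under DMSO included 616 lower genes in this re-analysis. The number of lower genes that the study reported for WENR medium was smaller. Higher genes numbered 537, and there the reported number was larger. With quantile normalization the numbers here were 557 higher and 507 lower. The study appears to have drawn its numbers from a separate set of WENR libraries without DMSO or FICZ, so a difference between libraries was not excluded. Marker genes were examined as values only. Of 10 fibroblast markers 9 stayed at or under 10 in all libraries, with Pdgfrb reaching 110, and of 12 immune markers 11 did, with Cd68 reaching 712. Xist lay between 3883 and 6083, Ddx3y and Eif2s3y were 0 in all libraries, and Kdm5d and Uty reached 15.3 and 7.29. No explanation was tested for these values, though those of Xist, Ddx3y and Eif2s3y argue against a difference in sex between the genotypes.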
